A study of Mus musculus with 12 samples.

How the data were processed

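Striatal RNA bound by hnRNP H (CLIP-seq) and total striatal RNA (RNA-seq, taken from the same pools before cross-linking) were measured in 3 pools of mice per treatment. Per the labels, hnRNP H complexes were cut from a membrane between 50 and 75 kDa, bound RNA was trimmed to 30 to 70 nt, about 0.2 ng of RNA entered each library, and libraries were sequenced as 100 bp paired reads, the RNA-seq libraries in 2 runs. Mutant mice of the study were not analysed here.

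The RNA-seq values are log2 CPM, on the voom scale per the labels and with an offset of 0.5 reads, as the deposited values show: 100% of the log2 values in each library inverted to whole reads. The deposited log2 CPM values were scaled to effective library sizes that differ from the recovered read totals, at 0.860 to 0.904 times the total in saline replicates 1 and 3 and methamphetamine replicate 2 and at 1.01 to 1.02 times in the other 3 libraries. The aligner, counter and annotation are not stated. Whether counting used strand is not stated either, so genes that overlap others remain uncertain. Of 13177 genes with at least 60 reads, 45 shared identical reads with another gene. The deposited CLIP table gives whole-number counts per peak for the 6 CLIP libraries, in columns named for paired-end alignments per the file headers. It had 172271 lines, of which 24597 repeated another line with the same name and values and 236 more gave a position already listed under another name; each of 147438 distinct positions was used once. The deposited peak lists give a signal value per peak, treated as a score because its scale is not stated, and p-values and q-values whose test is not stated per the file headers. All q-values were below 0.05. The authors made 1 list per treatment, so replicates within a list cannot be compared. Of the listed positions, 628 of the methamphetamine list and 375 of the saline list had no line in the count table. Coordinates are 1-based on GRCm38. In GENCODE M21, 147325 of 147438 positions lay inside their own gene or reached at most 100 nt past it.

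Depth was 3935160 to 5091839 recovered reads per RNA-seq library and 423057 to 1635338 peak reads per CLIP library. Wilson 95% intervals describe counting error only, because reads without molecular identifiers are not independent molecules.

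RNA-seq was tested with limma 3.58.1 (lmFit, eBayes with a mean-variance trend) on the deposited values of all genes, with Benjamini-Hochberg adjustment at 0.05. Gene sets were tested with camera at a preset correlation of 0.01, with fry and an estimated correlation as checks. CLIP counts were tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test) in R 4.3.3, with DESeq2 1.42.0 as an alternative. Overlaps were computed with bedtools 2.31.1, and Fisher's exact, McNemar and permutation tests with scipy 1.17.1. Peak regions were taken at the peak midpoint from the regions in the deposited lists, in the order 3′ UTR, 5′ UTR, coding exon, other exon, intron; reads per region used the same order with GENCODE M21. G-runs were read from GENCODE transcript sequences for peaks that lay within 1 exon (4122 of 14711 positions), and a shifted window had to stay in the same region of the transcript. Principal components used genes with a mean log2 CPM above 4 and CLIP peaks that passed the filter. GC content and length came from the longest transcript of a gene, for 98.5% of genes.

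The fitting steps were tested on simulated data with 200 changed features. On 18208 simulated genes limma recovered 82.0% of genes changed by 2 on the log2 scale, with 6 false calls. On 8875 simulated peaks edgeR recovered 91.0% of peaks changed by 4, with 11 false calls. For a simulated list of 20 genes, the camera p was 0.598 without a shift and 2.79e-15 with a shift of 0.5. The simulated genes were drawn independently, so this does not test camera on a list whose genes vary together.

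The tests, alternatives and rule for named genes were written before the data were examined. The rule named the 3 genes or peaks with the smallest unadjusted p where fewer than 3 passed the adjusted threshold, the 3 highest peaks of each list by the authors' own score, and fixed genes. The authors' score column was constant, so the signal value took its place, a choice made after seeing the data. Alternatives covered the pseudocount, filters, scaling, the variance trend, the test, the peak threshold, the replicate block and each replicate left out; fits with the library set as a covariate, fits on recovered reads, GENCODE regions, counts of lines and better-scoring peaks against the whole other list were added after seeing the data. The planned comparisons of CLIP with input and of binding adjusted for input need peak counts of the input libraries, which were not used here, so they were not run. For the marker lists of cortex, striatum and choroid plexus, 12 genes each were chosen after the library sets had been seen, and each list's median was ranked among 10000 random lists matched on mean expression. Such a rank does not measure the spread between pools, and markers of a tissue can vary together. Not every cortical marker's own value is reported here.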

Results

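hnRNP H, an RNA-binding protein, was cross-linked to RNA in mouse striatum and precipitated with an antibody, and the RNA fragments it carried were sequenced (CLIP-seq). RNA from the same tissue pools was sequenced as RNA-seq. The mice were wild-type C57BL/6J animals that received saline on 2 days and, on day 3, either saline or the psychostimulant methamphetamine at 2 mg/kg. Striata were collected 30 min after that injection. Each of the 3 replicates per treatment was a pool of striata from 4 mice, 2 of each sex, so 6 CLIP libraries and 6 RNA-seq libraries were compared, 3 per treatment in each assay. The design asks which transcripts hnRNP H binds and how binding and transcript levels differ 30 min after methamphetamine.

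The RNA-seq table held 18208 genes, and whole reads recovered from its values summed to between 3935160 (saline replicate 1) and 5091839 (methamphetamine replicate 3) per library. CLIP reads in the 147438 distinct peak positions of the count table ranged from 423057 (saline replicate 2) to 1635338 (saline replicate 3). The 5 genes with the most reads took from 5.06% to 12.2% of the RNA-seq reads of a library, with 10.1% to 12.2% in saline replicates 1 and 3 and methamphetamine replicate 2 and 5.06% to 7.10% in the other 3 libraries. The highest CLIP peak lay in the 5.8S rRNA gene n-R5-8s1 (chromosome 18, 73533504 to 73533603, minus strand, GRCm38) and had 42360 CPM (reads scaled to the library total) in methamphetamine replicate 3, against 4941 to 11419 in the other 5 libraries. Saline replicate 1 had 10771 reads in a 5′ UTR peak of Slc25a2 (chromosome 18, 37638678 to 37638777, minus strand), where each other library had at most 18. Both peaks were singled out after their values were seen.

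On the first principal component the libraries did not separate by treatment. Saline replicates 1 and 3 and methamphetamine replicate 2 lay on one side in both assays, and saline replicate 2 and methamphetamine replicates 1 and 3 on the other. This component held 65.5% of the variance of 7853 RNA-seq genes and 46.7% of that of 10358 CLIP peaks. Pearson correlations across genes between RNA-seq libraries on one side ranged from 0.966 to 0.982, and those between sides from 0.908 to 0.951. Across CLIP peaks the ranges were 0.709 to 0.917 and 0.592 to 0.737. Genes and peaks are not independent replicates. The labels name no batch that follows these sides, which are called library sets A (with saline replicate 1) and B from here on. They were defined from the data and cut across treatment. On the second component the treatments overlapped in RNA-seq, while in CLIP (21.7% of the variance) each methamphetamine library lay above each saline library (-0.046 to 0.594 against -0.653 to -0.0687), which chance gives in 10% of cases.

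**Figure D1:**
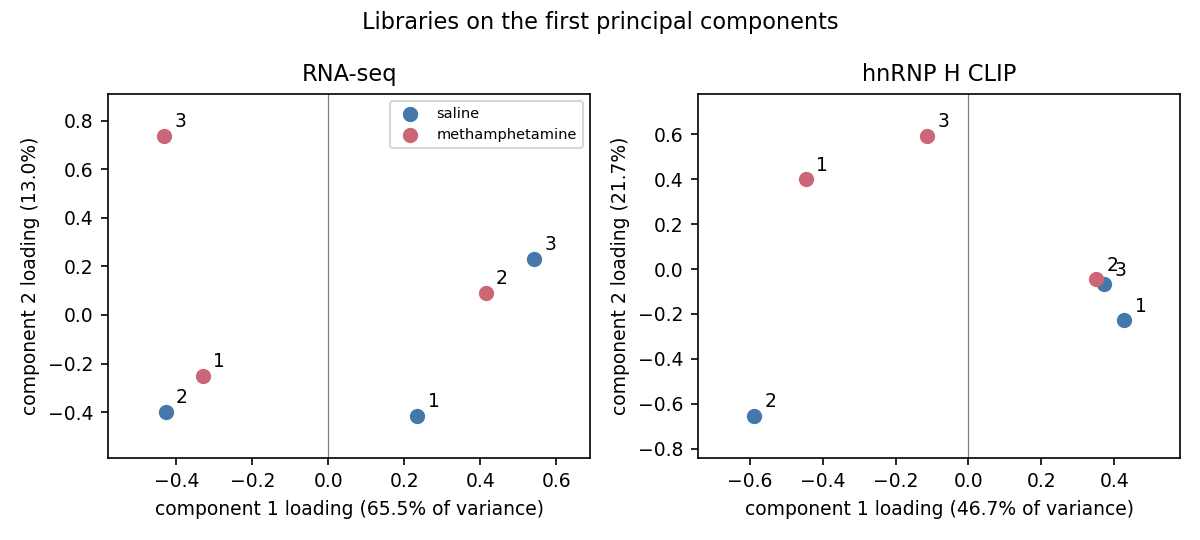
Loading of each library on the first 2 principal components of RNA-seq log2 CPM (left) and CLIP log2 CPM (right), without units, with colour for treatment and numbers for replicates. In both panels saline replicates 1 and 3 and methamphetamine replicate 2 lie right of 0, and the other 3 libraries lie left of it.

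Transcript levels after methamphetamine were compared with those after saline on the deposited log2 CPM values. With limma and Benjamini-Hochberg adjustment, 0 of 18208 genes had an adjusted p-value under 0.05 (smallest adjusted p 0.9998), and 276 had an unadjusted p under 0.05, 101 higher and 175 lower after methamphetamine. The 3 methamphetamine values did not overlap the 3 saline values in 6.01% of genes, where chance gives 10%. The setting that moved the unadjusted count by the most genes among the fits of all 6 libraries was a fit with the library set as a covariate, added after seeing the data, with 541 genes at an unadjusted p under 0.05 and 0 past the adjusted threshold. In simulated data built from these libraries, limma recovered 164 of 200 genes changed 4-fold (2 on the log2 scale) and 2 of 200 changed by 1 on that scale, so changes of the smaller size were not detectable at this replication.

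The 3 genes with the smallest unadjusted p are named as a ranking only. Btg2 (chromosome 1, 134075170 to 134079120, minus strand) had a mean of 3.85 ± 0.15 log2 CPM after methamphetamine and 2.57 ± 0.20 after saline (SD, n = 3 each), a limma change of 1.28 ± 0.26 (SE; adjusted p 0.9998). Srd5a2 had 2, 4 and 2 reads in saline replicates 1 to 3 and 0 reads in each methamphetamine library. 1700029P11Rik had 6, 6 and 10 reads after saline and 1, 2 and 1 after methamphetamine. The last pair lay at or near the floor of 3 reads, so no fold is given.

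Immediate early genes, which are transcribed within minutes of neuronal activation, were tested as a list of 20 fixed before the data were examined. Of these, 16 had a positive change, and the median was 0.091 on the log2 scale against 0.0019 for the other 18188 genes. The limma set test camera with a preset correlation gave p = 0.00078 (two-sided; 0.00156 after Benjamini-Hochberg adjustment over the 2 gene sets tested), which held neither under fry (p = 0.428) nor under camera with an estimated correlation (p = 0.333). The list value also rested on single libraries: without saline replicate 2 the median was -0.088, and without methamphetamine replicate 3 it was -0.0014. With limma p-values adjusted over the list alone, 3 genes had an adjusted p under 0.05, and 0 when adjusted over all genes tested. These were Btg2 (adjusted over the list alone, 0.0143), Fos (0.0428) and Dusp1 (0.0433); with replicate number as a block the count adjusted over the list alone was 0, and it was 0 to 2 when single replicates were left out.

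Fos (chromosome 12, 85473890 to 85477273, plus strand) rose from 4.50 ± 0.24 to 5.38 ± 0.37 log2 CPM (SD, n = 3 each), a change of 0.88 ± 0.23 (SE). Dusp1 (chromosome 17, 26505590 to 26562128, minus strand) rose from 4.85 ± 0.22 to 5.50 ± 0.14, a change of 0.65 ± 0.18 (SE). For Btg2, Fos and Dusp1 each methamphetamine library lay above each saline library. Within library set A the differences were 1.23 for Btg2, 0.53 for Fos and 0.66 for Dusp1, and within set B 1.15, 1.26 and 0.83. Of the 20 list genes, 9 had a negative difference within set A (median 0.024) and 1 within set B (median 0.38), so the rise of the list came mostly from set B. Each of these differences rests on 1 library of one treatment and 2 of the other. Arc changed by 0.47 ± 0.22 (SE; adjusted over the list alone, 0.314), and its groups overlapped.

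**Figure D2:**
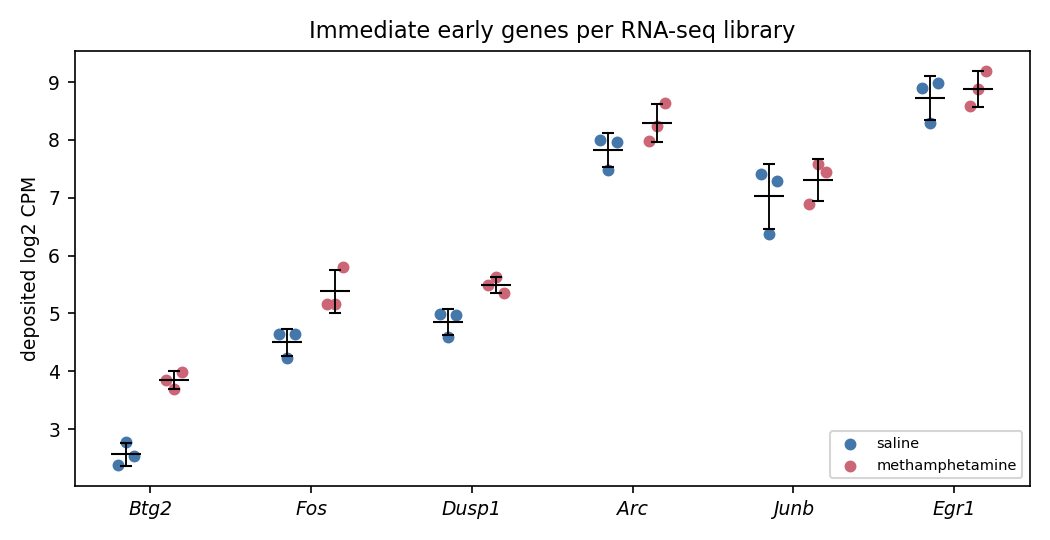
Deposited log2 CPM per RNA-seq library (points) with mean and SD (bars, n = 3) for the 6 genes of the immediate early list with the smallest unadjusted p. Values for Btg2, Fos and Dusp1 do not overlap between treatments, and those for Arc, Junb and Egr1 do.

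The gene of the precipitated protein, Hnrnph1 (chromosome 11, 50376990 to 50386528, plus strand), had 4.94 ± 0.03 log2 CPM after methamphetamine and 5.01 ± 0.25 after saline (SD, n = 3 each), a limma change of -0.07 ± 0.19 (SE; adjusted p 0.9998). It changed by 0.044 without saline replicate 1. Its paralog Hnrnph2 changed by 0.06 ± 0.27 and Hnrnpf by 0.21 ± 0.21. With the library set as a covariate, a fit added after seeing the data, Hnrnph2 changed by -0.10 and Hnrnpf by 0.08. Reads of these related genes can be split by counting, and how the authors handled that is not stated. Cacna2d2 changed by -0.22 ± 0.14 (adjusted p 0.9998 with limma). Among sex-linked transcripts, Ddx3y had 1, 19 and 1 reads in saline replicates 1 to 3 and 12, 6 and 18 in methamphetamine replicates 1 to 3. Kdm5d had 111, 46 and 73 reads after saline and 63, 94 and 51 after methamphetamine. Eif2s3y had 4, 18, 1, 9, 5 and 5 reads and Uty 0, 8, 2, 8, 1 and 4 in the same order. Ddx3y and Uty were higher in each library of set B than in each of set A, and Kdm5d was lower. Xist was not analysed here.

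Binding was compared between treatments on CLIP counts per peak. Of 10358 peaks that passed the count filter, 0 had an adjusted p under 0.05 with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment (smallest adjusted p 0.9998), and 347 had an unadjusted p under 0.05, 193 higher and 154 lower after methamphetamine. The biological coefficient of variation was 56.0% for CLIP peaks, against 24.8% for the recovered RNA-seq reads. In simulated CLIP data edgeR recovered 182 of 200 peaks changed by 4 on the log2 scale and 0 of 200 changed by 2, so 4-fold changes were not detectable. The setting that moved the result most was the one without a count filter, in which 406 of 147438 peaks passed. Of these, 152 had over 90% of their reads in 1 library, and 5 of the 10 splits of the 6 libraries gave as many.

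The 3 peaks with the smallest unadjusted p are again a ranking only. All lay in introns on GRCm38. A Cd4 peak (chromosome 6, 124866293 to 124866392, minus strand) had 2, 0 and 3 reads in saline replicates 1 to 3 and 17, 15 and 9 in methamphetamine replicates 1 to 3, at least 2.35-fold higher against the floor of 3 reads. A Dlgap4 peak (chromosome 2, 156704106 to 156704205, plus strand) had 587 ± 415 TMM-scaled CPM after saline and 56.1 ± 18.3 after methamphetamine (SD, n = 3 each). A Rad54l2 peak (chromosome 9, 106783883 to 106783982, minus strand) had 83.5 ± 45.3 after saline and 16.7 ± 3.29 after methamphetamine. Each had an edgeR adjusted p of 0.9998.

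The authors called 1 peak list per treatment, with 9903 distinct positions after methamphetamine and 9537 after saline, all 100 nt wide. By an overlap of at least 1 bp on the same strand, 48.7% of the methamphetamine positions (Wilson 95% interval 47.7 to 49.7) met a saline position, and 50.0% of the saline positions (49.0 to 51.0) met a methamphetamine position. Of the better-scoring peaks, those at or above the median signal value of their list, 59.6% of the methamphetamine and 56.1% of the saline positions met any position of the other list, a comparison added after seeing the data. With both lists cut in this way the shares were 43.2% and 44.0%, where the cut removes partners. Positions in the methamphetamine list only had median CLIP CPM of 12.1, 6.12 and 8.40 in methamphetamine replicates 1 to 3 and 2.85, 2.36 and 3.67 in saline replicates 1 to 3. Positions in the saline list only had 8.54, 4.73 and 8.56 in the saline libraries and 3.30, 6.12 and 3.36 in the methamphetamine libraries. For these medians, positions were matched between lists exactly and not by overlap. Each list belongs to the libraries of its own treatment, so selection favours higher values there. The medians therefore do not test a treatment difference. Of the methamphetamine positions with counts, 4682 of 9275 had over 3 reads in all 3 libraries of their treatment, and of the saline positions 4002 of 9162.

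By the authors' own signal value, a score whose scale is not stated, the 3 highest methamphetamine peaks lay in introns of Hoxa10 (chromosome 6, 52236998 to 52237097; 5.94), Plod2 (chromosome 9, 92542702 to 92542801; 5.90) and Dbf4 (chromosome 5, 8406174 to 8406273; 5.62), all on the minus strand in the authors' deposited table. The 3 highest saline peaks in the authors' deposited table were an intron peak in Thnsl2 (chromosome 6, 71134267 to 71134366; 6.36) and coding-exon peaks in Npw (chromosome 17, 24658231 to 24658330; 5.93) and Ccdc27 (chromosome 4, 154042440 to 154042539; 5.84), also on the minus strand. The Thnsl2 peak had 25 reads in saline replicate 1 and 0 in each other CLIP library. The Npw peak had 51 reads there and 0 to 4 elsewhere, and the Ccdc27 peak ran from 0 to 144 across all libraries. The Hoxa10 peak had 183, 54 and 395 unscaled reads after saline and 65, 201 and 82 after methamphetamine. For Plod2 these were 163, 46 and 293 against 85, 167 and 62, and for Dbf4 145, 71 and 271 against 66, 150 and 65. Hnrnph1 and Hnrnph2 had 0 peaks in either list, Hnrnpf had 2 intron peaks in each, and Cacna2d2 had 1 peak, in the 3′ UTR, in the methamphetamine list and 0 in the saline list.

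The regions of the listed peaks were compared between lists. Introns held 67.7% of the methamphetamine positions (Wilson 95% interval 66.8 to 68.6) and 72.3% of the saline positions (71.4 to 73.2). The 3′ UTR held 14.9% (14.2 to 15.6) and 11.3% (10.7 to 11.9), an odds ratio of 1.38 (Fisher's exact test, two-sided, p = 4.39e-14, 2.63e-13 after Benjamini-Hochberg adjustment over 6 regions). This test compares the lists and not the treatments, because each list pools a group. Counting every line of the deposited lists in place of distinct positions widened the 3′ UTR difference from 3.65 to 6.68 percentage points. Single positions took up to 46 lines.

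Per library, the share of CLIP peak reads in 3′ UTR peaks was 9.03% ± 2.34 after methamphetamine and 7.50% ± 0.91 after saline (SD, n = 3 each; exact permutation test, two-sided, p = 0.4, where 3 against 3 cannot go below 0.1). Methamphetamine replicate 1 had the highest share, 11.6% (Wilson 95% interval 11.5 to 11.7, counting error only), and without it the difference of 1.53 percentage points became 0.24; it was 2.52 without methamphetamine replicate 3 and 2.09 without the 1% of peaks with the most counts. The difference was 1.09 within library set A and 1.51 within set B. Intron peaks held 66.7% ± 3.26 of the reads after methamphetamine and 71.3% ± 2.05 after saline (SD, n = 3 each; exact permutation p = 0.2). The 2 library sets did not overlap in this intron share, at 70.2% to 73.7% in set A and 63.8% to 69.9% in set B. Without the 1% of peaks with the most counts the sets overlapped. They ran from 73.5% to 78.6% in set A and from 72.0% to 73.7% in set B. The treatment difference in the intron share then changed from -4.63 to -2.45 percentage points. Within set A this difference went from -1.87 to -2.29, and within set B from -4.90 to -1.35. Each within-set value rests on 1 library of one treatment and 2 of the other.

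**Figure D3:**
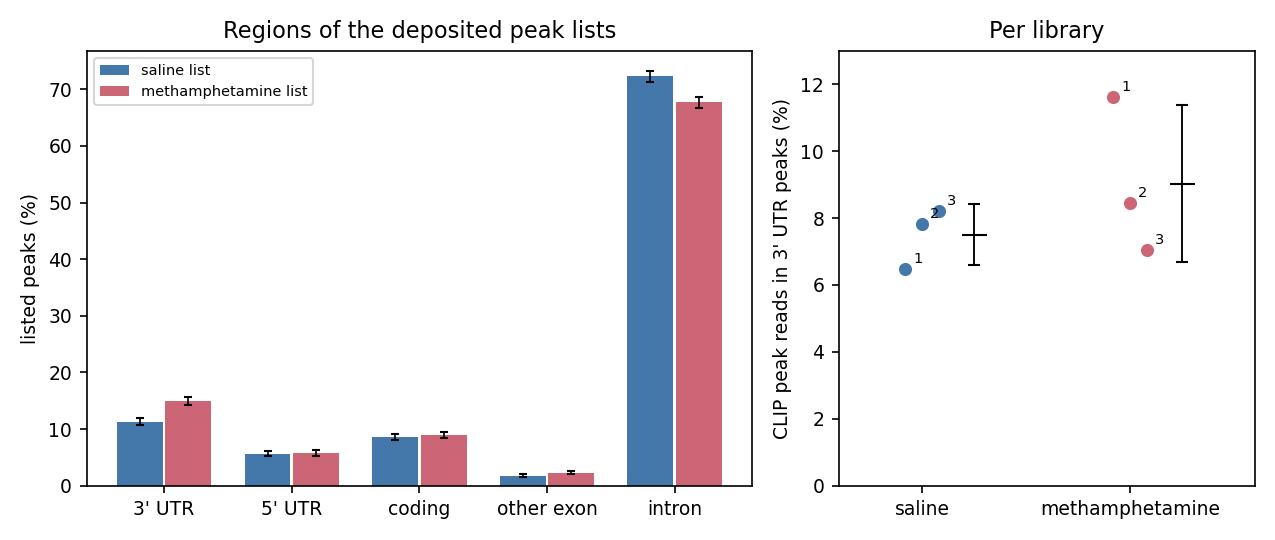
Left, percent of distinct listed peak positions per gene region for each treatment's list, with Wilson 95% intervals. Right, percent of CLIP peak reads in 3′ UTR peaks per library (points, numbered by replicate) with mean and SD (n = 3); the list difference of 3.65 percentage points is drawn beside libraries whose treatments overlap.

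hnRNP H is known to bind runs of guanine, so the listed peaks that lay within an exon were compared with windows of the same width and region shifted 500 nt along the transcript. In the methamphetamine list, 81.0% of 2828 tested peaks (Wilson 95% interval 79.6 to 82.4) and 70.9% of their windows held a GGG (exact McNemar test, two-sided, p = 1.05e-19). In the saline list the shares were 82.1% of 2274 peaks (80.5 to 83.7) and 69.1% of windows (exact McNemar p = 4.12e-25). For GGGG the shares were 48.9% and 31.1% in the methamphetamine list and 49.0% and 28.3% in the saline list. Peaks are not replicates, and the tested peaks were 28.6% and 23.8% of the lists. Intron peaks were not analysed here for sequence.

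Transcript levels of bound genes were compared with those of all other genes. The 7049 tested genes with a listed peak had a median change of 0.015 on the log2 scale after methamphetamine, and the other 11159 genes -0.0015. Camera on the limma fit gave p = 0.326, fry p = 0.603 and camera with an estimated correlation p = 0.0894. Without methamphetamine replicate 3 the difference of medians changed from 0.016 to -0.015.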

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

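The count of 0 genes past the adjusted threshold in RNA-seq was the same in each alternative run, with 109 to 958 genes at an unadjusted p under 0.05. The count of 0 CLIP peaks was the same in each alternative except the one without a count filter, where 406 passed, 24 of them higher after methamphetamine and 108 of them among the peaks tested with the filter. The unadjusted count of CLIP peaks ran from 272 to 1093 across the 6 fits that each left out one replicate, highest without methamphetamine replicate 2, and was 345 with DESeq2.

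The immediate early list kept its median of 0.091 on the log2 scale under fry and under camera with an estimated correlation, where its p rose to 0.428 and 0.333. Across the 6 fits that each left out one replicate the median ran from -0.088 to 0.26, with -0.0014 without methamphetamine replicate 3. Without methamphetamine replicate 2 it was 0.090, with a limma camera p of 0.0568. The number of list genes adjusted over the list alone, 3, fell to 1 under quantile normalization, 1 without the variance trend and 1 with edgeR on recovered reads (added after seeing the data), and ran from 0 to 2 across the fits without one replicate. The cause was not tested. Hnrnph1 ran from -0.20 to 0.044 and the bound-gene difference from -0.015 to 0.042 across such fits, with 0.044 for Hnrnph1 without saline replicate 1 and -0.015 for bound genes without methamphetamine replicate 3.

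With replicate number as a block (replicate block), the list count was 0, and 144 RNA-seq genes and 127 CLIP peaks had an unadjusted p under 0.05. Same-numbered saline and methamphetamine libraries deviated in opposite directions (correlations across genes -0.35, -0.82 and -0.49, and across peaks -0.37, -0.55 and -0.08). Each same-numbered pair holds a library of set A and a library of set B, so the split into sets alone could give this. The correlations therefore cannot show whether same-numbered pools share more than a number.

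The overlap of the lists went from 48.7% to 43.2% with both lists cut to their better-scoring peaks, a cut that removes partners and so lowers the share by construction. It was 59.6% when the better-scoring methamphetamine peaks met the whole saline list (added after seeing the data). The 3′ UTR difference between lists ranged from 2.46 to 6.68 percentage points, and the G-run difference kept its direction under its alternatives in both lists. For the ranked genes and peaks, Fos, Dusp1, Arc and the intron shares, 0 of 128 alternative values changed sign and 1 crossed the threshold (the Dlgap4 peak without a count filter), but most p-values lay far from 0.05, so this says little. Among them 5 were over 1.5 times smaller: Srd5a2 and 1700029P11Rik with a pseudocount of 1, Arc without saline replicate 2 (0.30) and without methamphetamine replicate 3 (0.29), and the intron read share without the 1% of peaks with the most counts. Not run were the alternatives of CLIP against input, binding adjusted for input, all 12 libraries in one CLIP fit, and 3′ UTR shares over peaks enriched over input, all of which need input counts per peak.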

Other observations

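The tests of cortical tissue and choroid plexus, the test of background in well-expressed genes, the test without the genes with the most reads and the counts of splits for the RNA-seq and CLIP comparisons were chosen after the results had been seen. The other tests were written before.

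The treatment split gave 0 genes and 0 peaks past the adjusted threshold, a count that each of the 10 ways to split the 6 pools into 3 and 3 meets by construction (10 of 10 in RNA-seq and 10 of 10 in CLIP), so that comparison decides nothing. In RNA-seq 9 of the 10 splits gave at least as many as its 276 genes at an unadjusted p under 0.05, and in CLIP 6 gave at least as many as its 347 peaks. For the immediate early list 4 of the 10 splits gave a camera p as small, and for bound genes 7 of the 10. With 3 against 3 the share of splits cannot fall under 0.1, so the counts for the lists cannot exclude chance.

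The split into library sets A and B was the only one of the 10 with any call: 2971 RNA-seq genes (6023 at an unadjusted p under 0.05) and 484 CLIP peaks (2069). The sets were read from the same data, so these counts describe the split and do not test it. With the set as a covariate, an alternative added after seeing the data, 0 genes and 0 peaks passed the adjusted threshold for treatment, with 541 genes and 261 peaks at an unadjusted p under 0.05. The immediate early list then had a median of 0.23, a limma camera p of 1.33e-08 at the preset correlation and 3 genes past 0.05 adjusted over the list alone. The checks with fry (p = 0.428) and camera with an estimated correlation (p = 0.333) used the fit without the covariate. Without the covariate, camera at the preset correlation gave p = 1.31e-08, 1.84e-10 and 1.22e-13 for splits other than treatment. A p of this size therefore does not set treatment apart.

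Several technical sources of the RNA-seq split were tested. Removing each library's trend on GC content left 2055 of 2963 genes with a value for GC, or 69.4%, so GC content may account for part of the split and not all of it. Removing the trend on transcript length left 2993, which argues against length. Thinning each library to 3935160 reads left 2278 of 2971 genes, which argues against depth as the whole cause. Reads in 350 olfactory and vomeronasal receptor genes summed to 160.4 to 210 CPM of the recovered reads in set A and 87.98 to 154 in set B, so the libraries separated by set, the outcome written beforehand for background as the cause. Yet, in the test chosen afterwards, 804 of 3184 genes with a mean log2 CPM of at least 6 also differed, a level that background of this size does not reach. The genes with the most reads took a larger share in set A. On the deposited values 1786 of the 2971 genes that differed were higher in set B. Scaled to all reads, 4164 genes differed between the sets, 3500 of them higher in set B; without the 30 genes among the 20 with the most reads in any library, and scaled to the rest, 3218 differed, 2257 of them higher in set B, which argues against a few genes as the whole cause. Ribosomal protein genes summed to 9830 to 10727 CPM of the recovered reads in set A and 13512 to 14560 in set B, and the source of that difference was not tested.

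Cortical tissue in the set B pools is a candidate source that stays open. The median set difference of 12 cortical markers was 1.00 on the log2 scale, above each of 10000 random lists, with 10 of the 12 higher in set B. Slc17a7 differed by 1.48 and Nrn1 by 2.44, but Cux2 by -0.03. The median of 12 striatal markers was -0.41, at percentile 5.77 of the random lists, so the fall that more cortex would bring had the needed direction but did not clear the outer 2.5% of random lists, a limit set after the percentile was seen. All 12 cortical markers had reads in pools of both sets. No biological explanation of the split was tested, apart from sex through the reads of sex-linked genes. The design names sex, with 2 females and 2 males in each pool. Ddx3y had 1 to 6 reads in set A and 12 to 19 in set B and Uty 0 to 2 and 4 to 8, while Kdm5d had 73 to 111 and 46 to 63. Kdm5d argues against more males in set B. Ddx3y and Uty argue against more males in set A, but on few reads, and sex was not tested otherwise.

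The CLIP libraries fell into the same sets, but RNA level is unlikely to be the source. Across 5024 genes, which are not independent replicates, the set differences in CLIP reads and in RNA-seq had a Spearman's rho of -0.030, and the other 9 splits gave -0.064 to 0.013. CLIP depth did follow the sets, at 979878 to 1635338 peak reads in set A and 423057 to 909091 in set B. The share of peak reads on the mitochondrial chromosome did too, at 0.49% to 0.59% and 0.76% to 1.51%. Neither was tested as a source of the CLIP split. What the CLIP and RNA-seq libraries of a pool share besides the animals was not tested.

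The higher 3′ UTR share of the methamphetamine list might follow the library set. The lowest 3′ UTR read share in set B was 7.04% and the highest 11.6%, while set A ran from 6.47% to 8.44%, so neither the sets nor the treatments separated. The treatment difference in this read share was 1.09 percentage points within set A and 1.51 within set B, both in the direction of the 1.53 over all libraries. Each within-set value rests on 1 library of one treatment and 2 of the other. No fit of this share with the set as a covariate was run. With 3 libraries on each side, and 1 library holding the highest share, how much the set adds stays open.

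Choroid plexus tissue in the dissected striatum may explain high values in methamphetamine replicate 2. Ttr had 12.17 log2 CPM there and 4.46 to 7.30 in the other 5 libraries. All 12 genes of a choroid plexus list were highest in that library, where 2 are expected by chance, with a median excess of 3.59. The library was picked as the one with the highest Ttr, which is itself on the list. Ttr therefore counts by construction, and the chance value of 2 does not allow for that. The median treatment difference of the list was 1.36, above each of 10000 random lists, and fell to 0.26 without that library. The list also differed between the library sets, with a median of -1.40 (set B minus set A), at percentile 0 of the random lists. Of its 12 genes, 2 were higher in set B. Methamphetamine replicate 2 belongs to set A, and the set difference was not computed without it.

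The cortical and striatal lists also differed between treatments. The cortical median was 0.48 higher after methamphetamine, above each of 10000 random lists, and the striatal median was -0.26, at percentile 0.8. These ranks compare lists of genes and do not measure the spread between pools. The methamphetamine group holds 2 pools of set B and the saline group 1. With the library set as a covariate the medians were 0.29 and -0.17; this fit and those without single libraries were added after seeing the data. The cortical median ran from 0.13 without saline replicate 3 to 0.95 without saline replicate 2, and was 0.91 without methamphetamine replicate 2 and 0.23 without methamphetamine replicate 3. The striatal median ran from -0.33 to -0.17 when single libraries were left out.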
